A study of Rattus norvegicus with 9 samples. Its data were reported in "Adult Rat Bones Maintain Distinct Regionalized Expression of Markers Associated with Their Development" (2009).

How the data were processed

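Total RNA from whole bone of male CD rats weighing about 110 g was hybridised to 9 Affymetrix whole-genome rat GeneChips, 4 from the calvaria (the vault of the skull) and 5 from the ulna (a long bone of the forelimb). According to the methods of the study, bones were cleared of soft tissue and of sutures or epiphyses, and each extract came from a group of several rats, so that a replicate here is a pool of animals. Bone was ground in liquid nitrogen, extracted through a phenol reagent and silica columns, and labelled by one-cycle cDNA synthesis with in vitro transcription. Samples were grouped by the titles and source names in their labels. For ulna 1, 2, 3 and 4 a further tissue field names the calvaria, in conflict with the title and the source name. The Hox genes given in the results bear on this conflict.

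The deposited values are intensities: 1 MAS5 signal per probe set and array on a linear scale, computed by the authors with their array software and scaled by them to a common trimmed mean per array. After removal of the lowest and highest 2% of the probe sets the mean lay between 100.027 and 100.03 on every array, and the array medians lay between 33.01 and 36.59. The study then normalised per chip and per gene and called genes with a Benjamini-Hochberg adjusted test and a 2-fold threshold. The study also filtered its genes by a rule that is not given, and no such filter was applied here. The table held 31099 probe sets, of which 57 were controls, and 31042 were tested. No deposited column was left unused, no value was at or below 0, and no 2 arrays held identical values.

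Probe sets were named through the platform annotation. A single gene symbol was given for 20826 of the tested probe sets, several symbols for 436 and none for 9780. Probe sets with several symbols or none were counted as probe sets but named no gene. Of the probe sets with 1 symbol, 20764 were matched by their gene identifier to the RefSeq gene table of the GRCr8 assembly, which was used for names only. This left 14217 genes with a tested probe set.

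Each array was divided by its median over the non-control probe sets and multiplied by the mean of the array medians. Scaled signals were then floored at the 10th percentile of all scaled values (2.51) and taken to log2. Folds on this scale understate the difference of genes whose signal lies at the floor at 1 site. Skull (calvaria) was compared with limb (ulna) by limma (version 3.58.1 under R 4.3.3), with lmFit, eBayes and an intensity trend in the prior variance, and all differences are skull minus limb. A probe set was called at an adjusted p below 0.05 (Benjamini-Hochberg) and a log2 difference of at least 1, which is 2-fold. All tests were two-sided unless stated otherwise. S:L ratios are the mean scaled signal of the skull arrays over that of the limb arrays, without the floor. For counts of genes, each gene was represented by the probe set with the highest mean log2 signal among those naming that gene alone, and p was adjusted over those probe sets.

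A set of 27 gene lists was written before the data were examined, for cell types, positional genes, signalling and matrix. Of 688 list entries 560 were matched to a measured gene, and 18 of the 542 different genes were in more than 1 list. The osteoporosis and loading-induced lists hold genes that the study picked on these samples. Other lists also hold some genes that the study listed as differing on these samples. Among them are the Hox, limb patterning, cranial patterning, osteoblast, osteoclast, Wnt and BMP lists. Their counts and tests are therefore not fully independent of the study. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry, each adjusted over the lists. List means per array were compared by exact permutation over all splits of 9 arrays into 4 and 5. The smallest two-sided p this allows is 0.00794. The separation of the arrays was measured as the mean Spearman distance between sites minus that within sites, tested one-sided over the same splits, with average-linkage clustering. RNA quality was read from the log2 ratio of the 3' to the 5' control probe sets of Gapdh and beta-actin.

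Genes named in the text were fixed by rule before the data were examined. They are the positional markers, the genes discussed by the study and its osteoporosis genes, the 8 largest differences in each direction (both thresholds passed, no overlap between the sites, the higher mean signal at or above the median of all scaled signals, both means of the floored log2 signals above that of the floor, which holds once 1 array of the site exceeds it, so that a mean signal taken without the floor can lie below it), and in each list the 3 members with the smallest adjusted p among those past both thresholds, or the 2 brightest where none was called. Every other gene named in the results, further called members of the lists included, was chosen after its values were seen.

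The limma step was tested on simulated data with the means and spreads of the 31042 probe sets for this comparison. With 200 changed probe sets, all above the median signal, 96 of 100 with a log2 difference of 1.5 and 100 of 100 with a log2 difference of 3 were recovered in the right direction, with 10 false calls. Alternatives covered the scaling, floor, pseudocount, filter, variance model, fold definition, a t-test and replicate number as a block. They also covered muscle and erythroid list means as covariates, the probe set chosen per gene and the removal of each array in turn. The number of arrays limits the precision, and no batch or scan date was used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.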

Results

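Basal expression was measured in whole bone from the skull (calvaria) and the limb (ulna) of male CD rats weighing about 110 g, with 4 arrays from the skull and 5 from the limb. The arrays ask whether bones of different origin and loading differ in their expression. Each array gave 1 signal for each of 31042 probe sets. Array medians lay between 33.01 and 36.59 signal units, and the brightest probe set of an array between 5503 and 8616. Hbb, Col1a1 and Bglap, chosen after their values were seen, had mean signals of 6271 to 8006 at both sites, near the top of that scale, where differences can be compressed. One label field names the calvaria for ulna 1, 2, 3 and 4, whereas their titles name the ulna. The signal of Hoxa9, a gene of the limb and trunk, was 60.36 to 78.95 on all 5 limb arrays and 1.82 to 4.8 on all 4 skull arrays.

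The arrays separated by site. The mean Spearman distance between arrays was 0.0678 across sites, 0.0445 within the skull and 0.0417 within the limb. The smallest distance across sites (0.0527) was larger than the largest within a site (0.0486), and clustering placed all 9 arrays with their site. Distances across sites exceeded those within sites by 0.0250 on average (one-sided exact permutation p = 0.00794, the smallest p that the splits of 4 and 5 arrays allow).

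**Figure D1:**
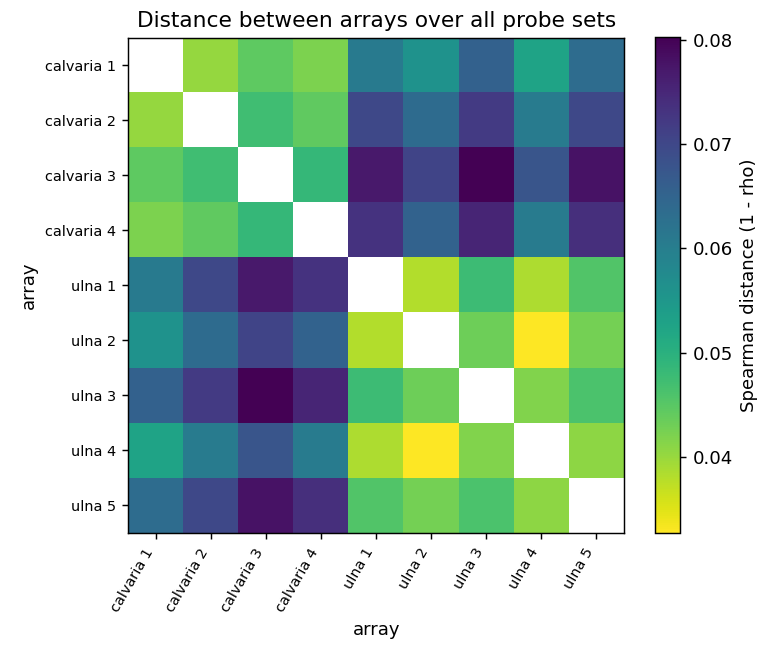
Spearman distance (1 minus the rank correlation over 31042 probe sets, no unit) between each pair of the 9 arrays. Distances across skull (calvaria) and limb (ulna) start at 0.0527, above the largest distance within a site, 0.0486.

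Of the 31042 probe sets, 1938 (6.24%) differed between skull and limb by at least 2-fold at an adjusted p below 0.05, 896 higher in the skull and 1042 lower. Counted by gene, 1147 of 14217 differed, 511 higher and 636 lower in the skull. Toward the skull, the 8 largest differences included the Wnt antagonist Sfrp2 (S:L ratio 14.1, or 13.5 from the mean log2 signals, log2 difference 3.76 ± 0.21 SE, n = 4 and 5), the mast cell tryptase Tpsab1 (log2 difference 3.47), Slc6a17 (3.18, with 1 of its 5 probe sets called), the neuropeptide galanin (Gal, 3.03) and the chemokine Ccl9 (2.96). The others were the melanocyte gene Mlana (3.94), the transcription factor Meis2 (3.45) and the matrix gene Efemp1 (3.02). With replicate number as a block, which also leaves out ulna 5, the call of Efemp1 ended (2.66, limma adjusted p = 0.0769). Limb signals were at the floor on 3 of 5 arrays for Mlana and Meis2, on 2 for Efemp1 and on 1 for Slc6a17. Their mean limb signals were 2.18, 2.71, 8.65 and 9.05, near or below the highest signal of controls absent from the samples (8.4), so the size of these 4 differences is not resolved. Tpsab1 had a mean limb signal above that level but lay below it on ulna 3 (8.23) and ulna 5 (4.17). The size of its difference is therefore uncertain too. The 8 largest differences toward the limb all belonged to genes of the contractile apparatus or metabolism of skeletal muscle: Acta1 (-8.41 ± 0.38), Tnnc2 (-7.77), Mybpc1 (-7.70), Myl1 (-7.66), Myl11 (-7.44), Myh2 (-7.43), Mb (-7.34) and Ckm (-6.89). Their mean skull signals were 2.48 to 13.05, against at most 8.4 for controls absent from the samples, so these sizes rest on the limb signal and the background. The skull and limb arrays did not overlap for 6566 probe sets (21.2%, against 1.59% by chance) and for 1777 of those called. Of the 318 called genes with a further probe set, 154 had the same call on another one, and Apoe, Mbp and Tpm1 had calls in both directions. Without the members of the muscle and marrow lists, a setting added after seeing the data, 1847 probe sets and 1073 genes were called. With log2(signal + 16) in place of the floor, which compresses dim genes, the counts were lower. They were 1032 probe sets (437 higher and 595 lower in the skull) and 686 genes (285 higher and 401 lower).

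Genes that pattern the skeleton in the embryo differed between the adult bones. Of 22 measured Hox genes, 6 were lower in the skull (Hoxa5, Hoxa7, Hoxa9, Hoxa10, Hoxa11 and Hoxd9) and none was higher, with the same 6 when adjusted over the list alone. Mean limb signals were 69.6 for Hoxa9, 101 for Hoxa10 and 41.5 for Hoxa5, with log2 differences of -4.55 ± 0.25, -3.81 ± 0.43 and -3.49 ± 0.46. Mean skull signals of 2.81, 7.98 and 3.84 did not exceed the level of absent controls (up to 8.4), so the size and the order of these differences are not resolved. Skull signals were at the floor on 3 of 4 arrays for Hoxa5 and Hoxa9 and on 1 for Hoxa10, and calvaria 3 alone had a Hoxa5 signal above the floor (11.5). The median of the Hox list was -0.63 (camera adjusted p = 0.0256, but adjusted p = 0.0726 with an estimated correlation). With any 1 array left out, 4 or 5 Hox genes were called.

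Of 12 other limb patterning genes, 3 were lower in the skull and Meox1 was higher. The forelimb factor Tbx5 had a log2 difference of -3.02 ± 0.27 (with 3 of 4 skull arrays at the floor), Shox2 of -2.88 ± 0.18 and Hand2 of -3.16 ± 0.29. The mean skull signals of Tbx5 (2.03) and Hand2 (9.20) were below or near the level of absent controls, so the size of these 2 differences is not resolved. The mean of the list was 3.16 in the skull and 3.66 in the limb (two-sided exact permutation p = 0.0159, adjusted over the 27 lists 0.0214). The list had a median of -0.01 and a mean of -0.50 (camera adjusted p = 0.459, and adjusted p = 0.466 with an estimated correlation), and 2 genes were higher when adjusted over the list alone, the second being Emx2 (1.07). The higher count was 0 without calvaria 2 or calvaria 3 and 2 without ulna 1 or ulna 2. Of 20 cranial patterning genes, 5 were higher in the skull and none lower (median 0.61, camera adjusted p = 0.00112, but adjusted p = 0.0726 with an estimated correlation). Adjusted over the list alone, 6 were higher, Twist2 (1.11) being added. Alx1 had a log2 difference of 2.65 ± 0.29 (with 4 of 5 limb arrays at the floor), Zic1 of 1.93 ± 0.48 (1 limb array at the floor), Twist1 of 1.21 ± 0.10 and Dlx5 of 1.15 ± 0.15, and Dlx3 was the remaining call. Nr2f1 (2.20 ± 0.40, 3 limb arrays at the floor) and Meis2, which are in none of these lists, were also higher in the skull. The mean limb signals of Alx1 (1.73), Zic1 (7.47), Nr2f1 (2.96) and Meis2 did not exceed the level of absent controls, so the size of these differences is not resolved either. With a floor at the 25th percentile the call ended for Alx1 (0.72) and Nr2f1 (0.70), and with the pseudocount for Alx1 (0.90), Nr2f1 (0.79) and Zic1 (0.82). The mean of the skeletal muscle list moved with these genes, at 3.40 in the skull and 8.03 in the limb on the log2 scale.

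**Figure D2:**
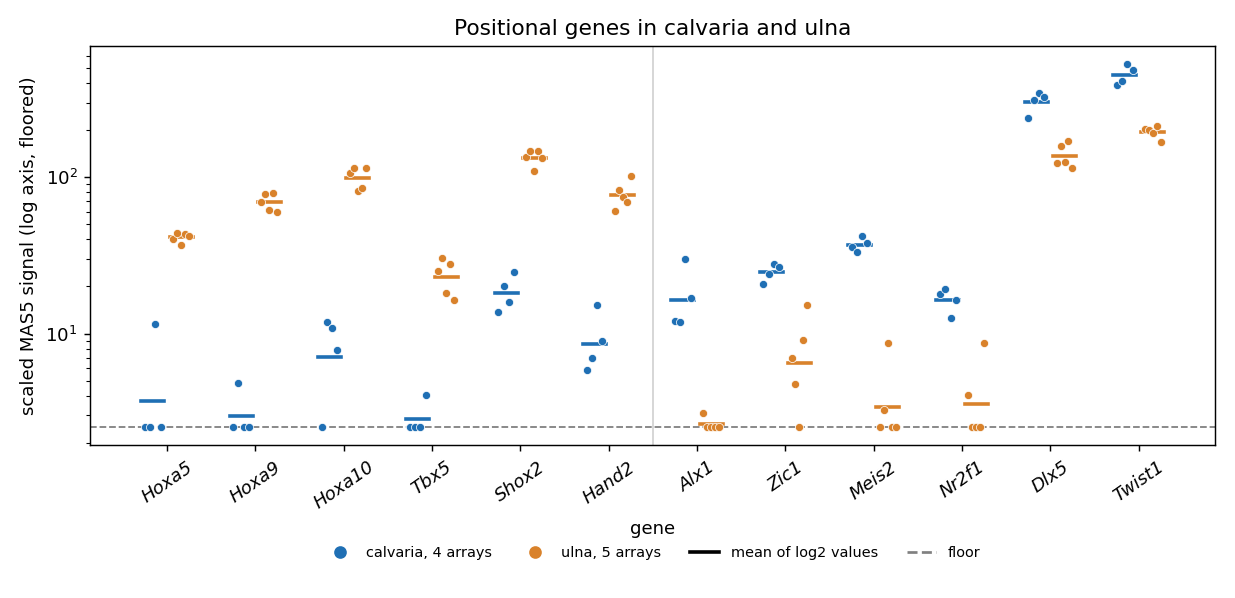
Scaled signal (log axis) of 12 positional genes on each array, skull (calvaria) and limb (ulna), with the floor of 2.51 as a dashed line. The limb genes Hoxa5, Hoxa9, Hoxa10, Tbx5, Shox2 and Hand2 were lower in the skull, whereas Alx1, Zic1, Meis2, Nr2f1, Dlx5 and Twist1 were higher there.

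Osteoclast genes were higher in the skull. Of 16 measured, 9 were higher and none lower, both over all genes and adjusted over the list alone (median 1.40, camera adjusted p = 8.9e-08, but adjusted p = 0.0726 with an estimated correlation). They included the receptors Tnfrsf11a, Calcr, Trem2 and Csf1r and the resorption genes Acp5, Mmp9, Ctsk and Clcn7, besides Mitf. The phosphatase Acp5 rose from 1422 ± 178 (SD, n = 5) in the limb to 4677 ± 704 (n = 4) in the skull, a log2 difference of 1.71 ± 0.13 SE. The differences of Mmp9 (1.60 ± 0.12) and Csf1r (1.53 ± 0.12) were of like size. Of 21 osteoblast and bone matrix genes, 9 were higher in the skull and none lower, with the same counts adjusted over the list alone (median 0.80, camera adjusted p = 2.2e-09, but adjusted p = 0.0726 with an estimated correlation). They were Creb3l1 (1.55 ± 0.10), P3h1 (1.35 ± 0.08), Serpinh1 (1.06 ± 0.08), Cthrc1, Pth1r, Fkbp10, Enpp1, Ibsp and Omd. The osteoblast count was 6 without calvaria 3 and stayed at 9 without any other single array. The mean of the osteoclast list was 8.57 ± 0.14 (SD) in the skull and 7.48 ± 0.09 in the limb, and that of the osteoblast list 10.5 ± 0.14 and 9.78 ± 0.05 (two-sided exact permutation p = 0.00794 each, the smallest possible, adjusted over the 27 lists 0.0119). Osteocyte genes showed no such difference in their mean, 7.98 in the skull and 7.88 in the limb (exact p = 0.373, adjusted 0.438). Of 12 measured, the pyrophosphate transporter Ankh was higher (1.28 ± 0.10) and Reln lower (-1.23 ± 0.17), and these were also the calls adjusted over the list alone. The call of Reln ended with the pseudocount (-0.98) and that of Serpinh1 with the mean of its probe sets (0.87). The median of the osteocyte list was 0.19 (camera adjusted p = 0.0624, and adjusted p = 0.390 with an estimated correlation), and this call was sensitive to the processing. Muscle and marrow genes, given with their own lists, were lower in the same skull samples.

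All 7 osteoporosis susceptibility genes were called, 6 higher in the skull and 1 lower, over all genes and adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence. The S:L ratio was 2.92 for the decoy receptor Tnfrsf11b (osteoprotegerin), 4.24 for Vdr (4.81 from the mean log2 signals), 2.95 for Pth1r, 4.56 for Calcr, 2.05 for Lrp5, 2.72 for Ctsk and 0.176 for Alox12. Limb signals lay below the level of absent controls (8.4) on ulna 2 and ulna 3 for Vdr (5.15 and 5.71) and on ulna 2 for Calcr (7.64). The size of these ratios is therefore uncertain. Pth1r and Calcr each had a second probe set that was not called. Lrp5 was just past the 2-fold threshold, and its log2 difference of 1.05 was 0.97 without calvaria 4 and 0.98 without ulna 5, which ended the call, as did the pseudocount (0.90) and array weights (0.99). The call of Pth1r ended with the mean of its probe sets (0.87). The list had a median of 1.54 (camera adjusted p = 0.00124, but adjusted p = 0.0726 with an estimated correlation). Among other genes discussed by the study, the collagen triple helix gene Cthrc1 had an S:L ratio of 2.80, Rerg of 2.91 and Reln of 0.437.

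Wnt and BMP signalling genes differed between the sites. Of 58 Wnt genes, 7 were higher in the skull and 1 lower, with the same counts adjusted over the list alone (median 0.27, camera adjusted p = 0.000226, but adjusted p = 0.0503 with an estimated correlation). The secreted antagonists Sfrp2, Wif1 (2.06 ± 0.13) and Frzb were higher, as were the transcription factors Tcf7 and Tcf7l1 and the receptors Lrp4 and Lrp5. Wnt16 was lower (-3.87 ± 0.24, with 1 skull array at the floor), but its mean skull signal of 2.56 lay below the level of absent controls, so the size is not resolved. A second Wnt gene was lower without calvaria 2 or without ulna 1. The number of Wnt genes higher in the skull was 6 to 9 with 1 array left out. Of 35 BMP genes, 6 were higher and Bmp5 lower (-2.22 ± 0.22), also adjusted over the list alone (median 0.49, camera adjusted p = 2.0e-07, but adjusted p = 0.0726 with an estimated correlation). The higher ones were Bmp3 (1.78 ± 0.15), Bmp1 (1.35 ± 0.12), the antagonists Nog and Bmper and the receptors Bmpr1a and Bmpr2. The mean skull signal of Bmp5 (7.24) also lay below the level of absent controls. In the same samples the skeletal muscle list averaged 3.40 in the skull and 8.03 in the limb, and the erythroid list 8.62 and 9.98.

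Most of the matrix genes called were higher in the skull. Of 31 proteoglycan core proteins, 7 were higher (Bgn, Cspg4, Gpc1, Gpc4, Omd, Prelp and Sdc1) and Aspn and Chad were lower (median 0.72, camera adjusted p = 2.2e-05, but adjusted p = 0.0726 with an estimated correlation). Adjusted over the list alone, 8 were higher, Podn (1.25) being added. Biglycan (Bgn) had a log2 difference of 1.24 ± 0.11, Gpc1 of 1.13 ± 0.08 and Gpc4 of 1.62 ± 0.17. A single proteoglycan was lower without calvaria 3, ulna 1, ulna 2 or ulna 4. Of 37 genes of glycosaminoglycan synthesis, the sulphate donor synthase Papss2 (1.09 ± 0.12) and its transporter Slc35b2 (1.07 ± 0.15) were higher and none was lower, with the same calls adjusted over the list alone (median 0.40, camera adjusted p = 6.2e-05, but adjusted p = 0.0726 with an estimated correlation), and 1 was higher without calvaria 3. With the pseudocount neither Papss2 (0.99) nor Slc35b2 (0.99) was called. By staining, the study found more polysulphated glycosaminoglycan in the matrix of limb bone than of skull bone. The transcript levels given here therefore do not show the glycosaminoglycan content of the matrix. Of 14 loading-induced genes, also chosen by the study on these samples and not independent evidence, 9 were higher in the skull, including Maged1 (1.39 ± 0.10), P3h1 and Fkbp9 (1.13 ± 0.08), and Mkrn1, Ankrd1 and Rhd were lower. These counts were the same adjusted over the list alone (median 1.09, camera adjusted p = 3.1e-05, but adjusted p = 0.0726 with an estimated correlation). The means of the skeletal muscle and erythroid lists were lower in the same skull samples, with differences of -4.63 and -1.36.

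Skeletal muscle and blood-forming genes were lower in the skull. Of 41 skeletal muscle genes, 36 were lower and none higher, also adjusted over the list alone (median -5.39, camera adjusted p = 4.5e-22, but adjusted p = 0.0726 with an estimated correlation). The mean of the list was 3.40 ± 0.14 (SD, n = 4) in the skull and 8.03 ± 0.57 (n = 5) in the limb. Of 21 erythroid genes, 18 were lower (median -1.42, camera adjusted p = 4.0e-14, but adjusted p = 0.0726 with an estimated correlation), including the red cell transcription factors Klf1 (-1.84 ± 0.11) and Gata1 (-1.81 ± 0.12), and the count was the same adjusted over the list alone. Of 11 megakaryocyte and platelet genes, 9 were lower, and 10 adjusted over the list alone, F2rl2 (-1.87) being added (median -2.17, camera adjusted p = 8.0e-10, but adjusted p = 0.0726 with an estimated correlation). Ppbp had a log2 difference of -2.54 ± 0.13, Tubb1 of -2.24 ± 0.10 and Treml1 of -2.23 ± 0.11. Of 19 neutrophil genes, 10 were lower, including Camp (-1.26 ± 0.11) and Lcn2 (-1.17 ± 0.12), with the same count adjusted over the list alone (median -1.12, camera adjusted p = 2.7e-09, but adjusted p = 0.0927 with an estimated correlation). None of these 3 marrow lists had a gene higher in the skull. None of 9 B cell genes was called, over all genes or adjusted over the list alone (median -0.31, camera adjusted p = 0.0204, but adjusted p = 0.421 with an estimated correlation). The bright B cell genes Blnk (-0.27 ± 0.11) and Cd24 (-0.15 ± 0.08) were among those not called, 1 gene was lower without calvaria 1, and the camera adjusted p was 0.0516 without calvaria 3.

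**Figure D3:**
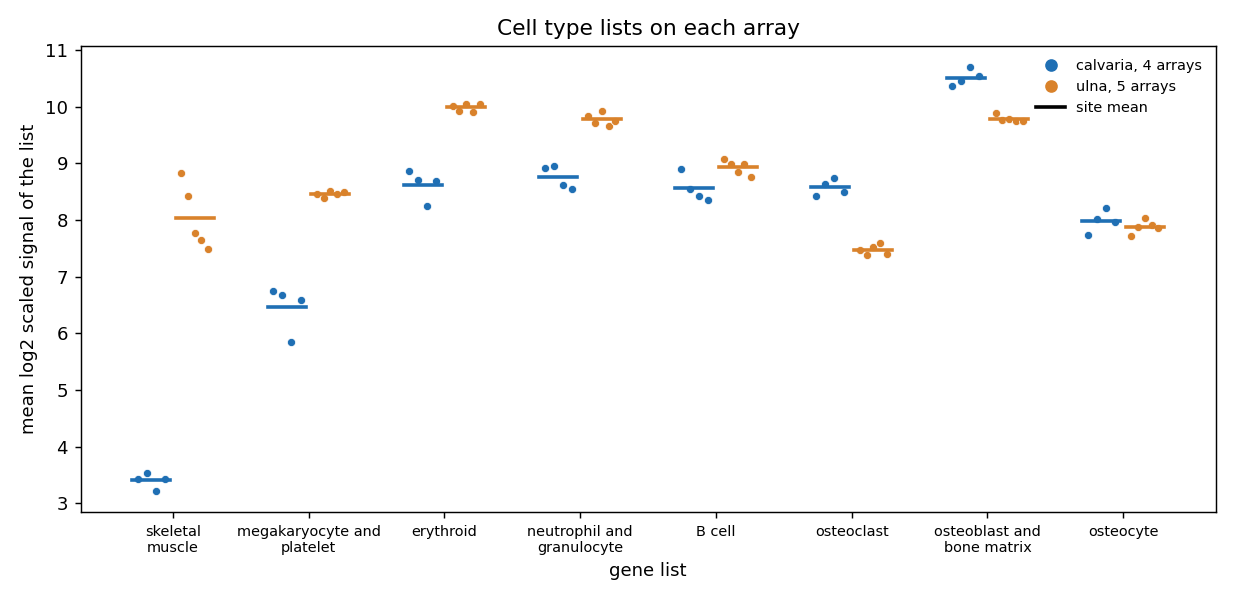
Mean log2 signal of 8 gene lists on each array, with skull (calvaria) in blue and limb (ulna) in orange. The muscle list averaged 3.40 in the skull and 8.03 in the limb, whereas the osteocyte list averaged 7.98 and 7.88.

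Cell cycle genes were lower in the skull by less than 2-fold. Of 33 measured, 31 were lower at the adjusted p alone and 4 also passed the fold threshold, among them Aurka (-1.01 ± 0.10), Ube2c (-1.04 ± 0.11) and Tyms (-1.11 ± 0.13), with the same 4 adjusted over the list alone. The median was -0.81 (camera adjusted p = 1.9e-15, but adjusted p = 0.0726 with an estimated correlation). The count of 4 became 8 without calvaria 1, 7 without ulna 2, 2 without ulna 5 and 0 without calvaria 3, the members lying near 2-fold. Aurka and Ube2c were also below 2-fold with values as deposited (-0.96 and -0.99), with quantile normalization (-0.96 for both) and with array weights (-0.98 for both), Aurka with 75th percentile scaling (-0.97) and the pseudocount (-0.93), and Tyms with the pseudocount (-0.97). Of 20 adipocyte genes, 7 were lower and none higher, also adjusted over the list alone, including Thrsp (-2.30 ± 0.36), Cd36 (-1.33 ± 0.22) and Acsl1 (-1.16 ± 0.11), with a median of -0.85 (camera adjusted p = 0.00675, but adjusted p = 0.390 with an estimated correlation). Of 16 endothelial genes, Cldn5, Sox17 (1.33 ± 0.23) and Emcn (1.02 ± 0.08) were higher and Vwf, which platelets also hold, was lower (-1.27 ± 0.11), with the same calls adjusted over the list alone (median 0.57, camera adjusted p = 4.4e-06, but adjusted p = 0.0726 with an estimated correlation). Emcn was just past 2-fold and was not called without calvaria 3 or ulna 3, and 5 endothelial genes were higher without calvaria 2. With the pseudocount neither Emcn (0.96) nor Sox17 (0.97) was called, and the call of Sox17 also ended on its probe set of largest variance (0.98). The call of Acsl1 ended on its probe set of largest variance (-0.25) and with the mean of its probe sets (-0.91). The count of lower adipocyte genes was 5 without calvaria 3 or calvaria 4. The erythroid list averaged 8.62 in the skull and 9.98 in the limb in the same samples.

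The remaining lists had no camera call, and their counts were the same adjusted over the list alone. Of 16 cartilage genes, Comp (-1.41 ± 0.28) and Chad (-1.27 ± 0.39) were lower (median -0.40, camera adjusted p = 0.329, and adjusted p = 0.390 with an estimated correlation), with 4 lower without calvaria 1 and 1 without calvaria 3, ulna 1, ulna 2 or ulna 4. The call of Chad ended in 7 of the 9 removals of 1 array. Of 11 tendon and periosteal genes, Ptn was higher (1.09 ± 0.26) and Tnmd (-1.31 ± 0.34) and Cilp2 (-1.60 ± 0.39) were lower, and the median of 0.18 and the mean of -0.03 differed in sign (camera adjusted p = 0.519, and adjusted p = 0.752 with an estimated correlation). Ptn was not called without calvaria 1 or ulna 5. In the limb, Tnmd and Cilp2 were highest in ulna 1 (signals of 184.86 and 144.03) and lowest in ulna 5 (71.26 and 39.82). The skeletal muscle list mean was likewise highest in ulna 1 (8.83) and lowest in ulna 5 (7.49). With the muscle list mean as a covariate, Tnmd (3.63) and Cilp2 (4.05) reversed without a call. The tendon list was newly called in that fit (median 1.49). Since 97.2% of the variance of this covariate lies between sites, the fit does not decide whether these calls come with the muscle genes. Of 16 brain and neuron genes, Nrgn (-1.90 ± 0.13), which platelets also hold, and Aqp4 (-1.94 ± 0.46), which skeletal muscle also expresses, were lower (median -0.03, camera adjusted p = 0.932, and adjusted p = 0.932 with an estimated correlation), and 1 was higher without calvaria 1, ulna 1 or ulna 5. Of 9 Schwann cell genes, Mbp was lower on the probe set that represents it (-1.43 ± 0.12) and higher on another (1.08), with a list median of 0.14 and a mean of -0.05 (camera adjusted p = 0.725, and adjusted p = 0.752 with an estimated correlation). Of 14 meningeal genes, Ptgds was higher (2.25 ± 0.53) and Slc6a20a lower (-1.49 ± 0.17), with a median of 0.22 (camera adjusted p = 0.725, and adjusted p = 0.752 with an estimated correlation). Limb signals of Ptgds were at the floor on 3 of 5 arrays. With replicate number as a block, which also leaves out ulna 5, the call of Ptgds ended (2.28, limma adjusted p = 0.0655). The mean signals of Ptgds in the limb (2.10) and of Aqp4 in the skull (2.52) lay below the level of absent controls, so the size of both differences is not resolved. Without 1 array, 2 meningeal genes were higher without calvaria 3 and 2 lower without calvaria 1. Of 21 immediate early genes, Fos alone was higher (1.42 ± 0.41), a call that ended without calvaria 1, 2 or 3 and without ulna 3, 4 or 5 (median 0.35, camera adjusted p = 0.0719, and adjusted p = 0.345 with an estimated correlation). The camera adjusted p of this list was 0.0455 without calvaria 3, and 2 genes were higher without ulna 1. Of 18 interferon response genes, Rsad2 was lower (-1.39 ± 0.13), and 2 were lower without calvaria 2 or ulna 1 (median -0.11, camera adjusted p = 0.460, and adjusted p = 0.752 with an estimated correlation). With a floor at the 25th percentile the calls of Aqp4 (-0.47), Ptgds (0.70) and Chad (-0.95) ended, and with the pseudocount those of Aqp4 (-0.65), Ptgds (0.84), Chad (-0.60) and Comp (-0.89). The adjusted p passed 0.05 for Chad with array weights (0.0528), for Chad and Fos with the methods' t-test (0.0561 and 0.0542) and for Fos on its probe set of largest variance (0.203), and Mbp was not called with the mean of its probe sets (-0.24).

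Tests that do not compare a list with the other genes passed 0.05 for more lists. Fry, which tests whether the members of a list move one way on balance, did so for every list with a camera call. It also did so for limb patterning (adjusted p = 0.000124), cartilage (0.00104), osteocyte (0.0218), immediate early (0.0277) and brain and neuron genes (0.0406). It did not for the interferon (0.181), tendon (0.438), Schwann cell (0.598) and meningeal lists (0.792). The list mean differed by exact permutation for cartilage genes, 4.53 in the skull and 4.93 in the limb (p = 0.0159, adjusted 0.0214), and for immediate early genes, 6.17 and 5.93 (p = 0.00794, adjusted 0.0119). By exact permutation it did not differ past 0.05 for the interferon (exact p = 0.230, adjusted 0.282), meningeal (0.397, 0.446), Schwann cell (0.595, 0.643), brain and neuron (0.841, 0.865) and tendon lists (0.865, 0.865).

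**Figure D4:**
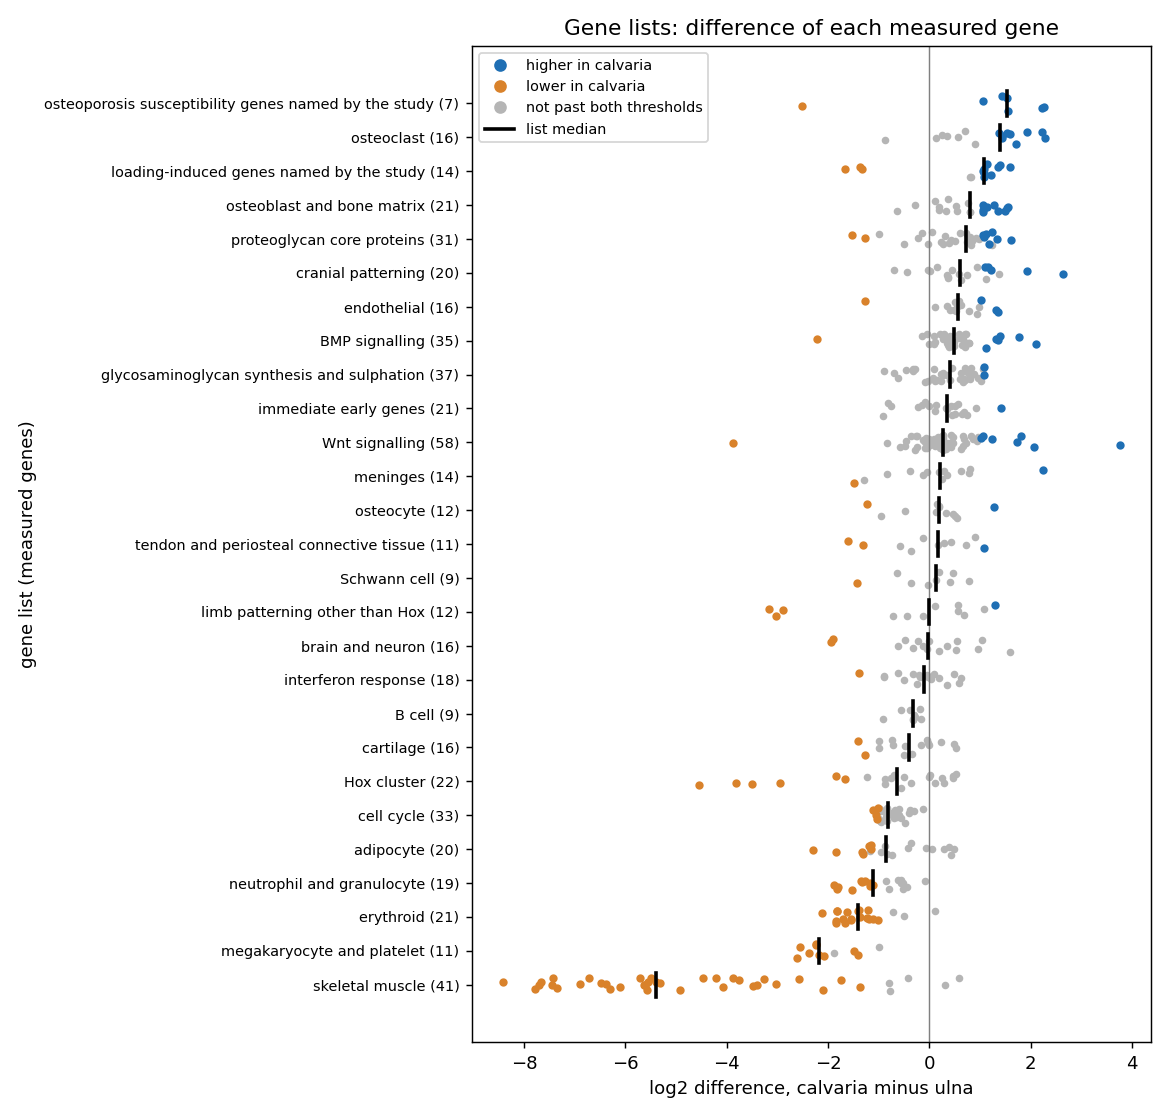
Log2 difference, skull (calvaria) minus limb (ulna), of the members of each of the 27 gene lists. The skeletal muscle list lies lowest, with a median of -5.39, and the osteoporosis list highest, with a median of 1.54.

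The 3' to 5' ratio of the control transcripts, which rises as RNA degrades, did not differ past the threshold between the sites. For Gapdh the log2 ratio was 0.45 ± 0.14 (SD, n = 4) in the skull and 0.32 ± 0.06 (n = 5) in the limb (difference 0.14, two-sided exact permutation p = 0.127). For beta-actin it was 0.91 ± 0.14 and 0.73 ± 0.10 (difference 0.18, exact p = 0.0873, and 0.127 for both after adjustment over the pair). Without calvaria 1 the differences were 0.19 (exact p = 0.0179) and 0.24 (exact p = 0.0357). Against the middle probe set the Gapdh difference turned to -0.14 (exact p = 0.0397). The beta-actin log2 ratios against the middle probe set covered much the same range at both sites. They were 0.206 to 0.334 in the skull and 0.206 to 0.298 in the limb.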

Values the study reported

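The study reported 1236 genes with a significant difference of at least 2-fold between skull and limb bone, about 4% of the genome. As skull to limb ratios it gave 3.1 for osteoprotegerin (Tnfrsf11b, elsewhere listed as 2.93), 4.8 for Vdr, 2.9 for Pth1r, 4.6 for Calcr, 2.2 for Lrp5, 2.7 for Ctsk and 0.2 for Alox12. For the Wnt antagonist Sfrp2 it listed a ratio of 13.51, for Sost of 5.36 and for Ctnnb1 of 0.20.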

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

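The tests on muscle, marrow and bone cell genes were chosen after the results were seen, whereas the splits of the samples were planned. Within a site, 1 array stood apart from the others in 16 of the 238 groups of values tested, where about 11.9 are expected by chance. Of the list means, that of the osteoblast list was highest in ulna 1 (9.877, nearest 9.778) and that of the Wnt list lowest in ulna 4 (5.267, nearest 5.316). Of genes with the other arrays of the site at the floor (log2 1.328), ulna 1 stood out for Alx1 (1.641), calvaria 3 for Hoxa5 (3.523), calvaria 2 for Hoxa9 (2.262) and Mybpc1 (2.551) and calvaria 4 for Tbx5 (2.012). In the limb, ulna 5 was lowest for Chi3l1 (9.103), and ulna 1 was highest for Lcn2 (11.11) and Slc35b2 (7.181) and ulna 3 for Meis2 (3.116). In the skull, calvaria 1 was highest for Hemgn (9.553), and calvaria 4 was lowest for Mbp (6.573) and Tnfrsf11b (6.099) and calvaria 3 for Myl11 (1.328) and Reln (4.83).

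Chance can be excluded as the source of the difference between the sites. Of 100 splits of the 9 arrays, a draw from all those possible, only the real one, 1 of 100, gave as many as 1938 probe sets, and the highest of the others gave 8. For genes it was likewise 1 of 100, with 1147 against a highest other of 6.

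Skeletal muscle genes were far higher in the limb. A difference in scaling was excluded, since the median of the list stayed at or beyond -5.333 under the 3 other scalings. Muscle left from dissection in varying amounts may account for it but stays open: the list mean had an SD of 0.5722 over the 5 limb arrays, against 0.2898 at most for another list, but 21 other lists also passed the 95th percentile of random lists (0.06582), so this test does not single out muscle RNA. The positional genes varied less over the 5 limb arrays than RNA carried by muscle alone would. The SD of the mean of 9 of them was 0.2574 of that of the muscle list (95% bounds 0.1807 to 0.7477, by bootstrap). Only the SDs were compared, so whether the positional and muscle genes rise and fall together was not tested. A difference between the bones themselves in muscle gene expression stays open too and was not tested.

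Marrow genes were lower in the skull. A smaller share of otherwise identical marrow, as the whole cause, would lower the lists alike, provided that marrow cells alone express their genes. That proviso was not tested, and the erythroid gene Hbb lies where differences can be compressed. Under the proviso, the unequal falls argue against a smaller share as the whole cause. The erythroid list fell by less than the megakaryocyte list, with a difference of 0.6378, and the B cell list by less than the megakaryocyte list, with a difference of 1.622 (exact permutation p = 0.007937 each, the smallest possible), and the medians lay 0.7525 and 1.855 apart, against an SD over members of at most 0.5176 and 0.5104. A different make-up of the marrow at the 2 sites may account for this, alone or with a smaller share, as may circulating blood. These were not tested.

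Osteoclast and osteoblast genes were higher in the skull. Dilution of bone cell RNA by muscle and marrow RNA in the limb may account for it and stays open, although it would leave the bone cell lists in 1 ratio. The osteoclast list rose over the osteocyte list by 1.002 (exact permutation p = 0.007937, the smallest possible), with medians 1.208 apart against an SD over members of at most 0.8584, but the study counted more osteocytes per bone volume in the limb, so the osteocyte list may not be an undisturbed reference. The mean of the osteoblast list differed from that of the osteocyte list by 0.6311 and from that of the osteoclast list by 0.3706. The exact permutation p was 0.007937 for each of these, the smallest possible. However, the medians lay 0.606 and 0.6015 apart, within the SD over members (0.6845 and 0.8584). The brightest osteoblast genes also lie where differences can be compressed. More cells of either kind or more expression per cell in the skull were not tested.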

How the results depend on the processing

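The alternatives were planned, except the removal of the muscle and marrow lists from the counts. No called gene was called in the opposite direction under the alternatives that keep the probe set of each gene. Counts stayed within 1.5 times of 1938 probe sets and 1147 genes under the following settings. They were 1949 to 1996 and 1144 to 1169 under the other scalings, and 1981 and 1169 with no floor. With a floor at the 25th percentile they were 1617 and 1005, with no trend 1927 and 1138, and with array weights 1888 and 1108. With the t-test they were 1718 and 1065, with linear folds 1914 and 1122, and with removal of the lists 1847 and 1073. The probe set of largest variance gave 1202 genes and the mean of probe sets 1094 genes. With 1 array left out the counts were 1716 to 2047 and 1021 to 1214. With replicate number as a replicate block, which also leaves out ulna 5 (1792 and 1082 by itself), they were 1571 and 1022. The study took skull and limb RNA from groups of rats, so arrays of the 2 sites may share animals. Whether the numbers mark a shared group is not given. Correlations between arrays of the same number were weak (0.0384, -0.0100, -0.00922 and 0.0433), with only calvaria 1 and 4 closest to their own number. These correlations do not decide whether the arrays are paired. The main fit and the exact permutations treat all arrays as independent, so their p-values do not allow for shared animals. With the block Efemp1 and Ptgds lost their call, as did Aurka, Chad, Lrp5 and Ptn. Aurka, Chad, Lrp5 and Ptn also lost it without ulna 5 alone. By construction, log2(signal + 16) compressed dim genes (1032 and 686), the brighter part of the array held fewer probe sets (1251), and no fold threshold gave 6678 and 4589. The separation kept its direction with 1 array left out (0.0237 to 0.0276), among the brighter probe sets (0.0824), without the lists (0.0220) and by Euclidean distance (31.02).

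With the muscle or the erythroid list mean as a covariate limma called 0 probe sets and 0 genes, since 97.2% and 94.8% of its variance lies between sites and errors grew 5.99-fold and 4.37-fold. With the muscle covariate the medians were adipocyte -0.151, B cell 0.557 (reversed), cranial -0.303 (reversed), glycosaminoglycan 0.458, Hox -1.11, neutrophil -0.571, osteoporosis 1.34 and muscle 0.306 (reversed), none called, and immediate early 0.875, interferon -1.004 and tendon 1.49, newly called. Aqp4 (4.21), Chad (0.207), Cilp2 (4.05), Comp (1.27), Gpc4 (-0.415), Tnmd (3.63) and Zic1 (-0.161) reversed without a call. With the erythroid covariate they were adipocyte 0.430, B cell 0.175, cranial -0.0218 and glycosaminoglycan -0.0455 (reversed), BMP 0.0703, cell cycle -0.0653, erythroid -0.285, Hox -0.215, megakaryocyte -0.306, neutrophil -0.172, osteoblast 0.0815, osteoclast 0.345, osteoporosis 0.934, proteoglycan 0.185 and Wnt 0.0864, none called, and immediate early 0.589, newly called. Alx1 (-0.105), Cd36 (0.608), Chad (1.25), Cilp2 (0.401), Dlx5 (-0.0979), Reln (0.752), Slc35b2 (-0.108), Slc6a20a (0.191), Thrsp (0.668), Tnmd (0.759) and Tyms (0.112) reversed without a call.

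With an estimated correlation 18 lists lost their call at unchanged medians, since the test then has fewer degrees of freedom and, except for Hox and Wnt, a larger correlation: adipocyte -0.850, B cell -0.313, BMP 0.495, cell cycle -0.808, cranial 0.613, endothelial 0.572, erythroid -1.42, glycosaminoglycan 0.403, Hox -0.628, loading-induced 1.09, megakaryocyte -2.17, neutrophil -1.12, osteoblast 0.801, osteoclast 1.40, osteoporosis 1.54, proteoglycan 0.724, muscle -5.39 and Wnt 0.268. The osteocyte list was newly called with values as deposited (0.250), quantile normalization (0.266), no floor (0.195), a floor at the 25th percentile (0.195), the brighter probe sets (0.261), the replicate block (0.205), the largest variance (0.214) and the mean of probe sets (0.278), and ranged from 0.0940 to 0.252 with 1 array left out, newly called without calvaria 1 or calvaria 4. The cause was not tested. With 1 array left out the B cell median was -0.426 to -0.242, the immediate early median 0.289 to 0.461, and the Gapdh and actin differences 0.0888 to 0.195 and 0.140 to 0.236. Against the middle probe set Gapdh was -0.140 (reversed). The cause was not tested. The absent control stayed at or below 8.4 signal units, so genes near that level are limited by background.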

Other observations

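The genes in this part were chosen after their values were seen, and the mast cell test was chosen after the result was seen. They make up no fixed list, so they carry no test of a cell type. Some genes known from mast cells were higher in the skull, with log2 differences of 1.61 for Tpsb2, 2.02 for Cpa3, 1.15 for Cma1 and 2.60 for Mcpt1l1. Of 4 genes known from eosinophils, Epx (-1.82), Prg2 (-1.26) and Ccr3 (-1.90) were lower and Alox15 (-0.995) was not called. The mean skull signal of Ccr3 (7.53) lay below the level of absent controls (8.4), so the size of its difference is not resolved. Of macrophage genes, Clec10a (2.14) and the genes Cd68 (1.38) and Gpnmb (1.93), which osteoclasts also express, were higher, while Mrc1 (0.52), Adgre1 (0.07) and Cd163 (-0.25) were not called. More mast cells in the skull samples may account for the tryptase Tpsab1. The mean of 9 mast cell markers without Tpsab1 was higher by 0.6378, but it rests on the 4 proteases above, while Kit (-0.11), Fcer1a (-0.03), Ms4a2 (-0.86), Hdc (-0.46) and Gata2 (-0.18) were not called. A mean over members that go both ways decides nothing here, so the question stays open.

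Among other genes, creatine kinase B (Ckb, 2.78), Mt3 (2.60), the fibroblast protease Fap (2.75), Srpx2 (1.88), Col22a1 (1.91) and Serping1 (1.82) were higher in the skull. Of genes of nerves and neuropeptides, Gal (3.03), Ntrk2 (2.05) and Ngfr (1.70) were higher and Npy was lower (-1.83). The mean limb signal of Ngfr (4.15) lay below the level of absent controls (8.4), so the size of its difference is not resolved. The enamel matrix gene Ambn was higher (1.79), and Stfa2l2 (-2.94) and the phospholipase Pla2g2a (-2.26) were lower. The size of the Ambn difference is not resolved either, with a mean limb signal of 5.16.

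None of the probe sets of Sost and beta-catenin (Ctnnb1) was called. The S:L ratios were 1.16 and 2.69 for the 2 probe sets of Sost. The ratio of 1.16 is lower than the ratio quoted from the study. The other probe set had a mean limb signal of 5.03, below the level of absent controls (8.4). The size of its difference is therefore not resolved and is not compared with the quoted ratio. The S:L ratios were 1.87, 1.37 and 1.34 for the 3 bright probe sets of Ctnnb1. All are higher than the ratio quoted from the study. A further probe set of Ctnnb1, with mean signals of 0.859 in the skull and 4.97 in the limb, lay at background and had an S:L ratio of 0.173, near the quoted ratio.

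The number called here was 1938 probe sets or 1147 genes, without the filter on genes that the study applied. The first is higher and the second lower than the number of genes quoted from the study above.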
